A study of Homo sapiens with 4 samples. Its data were reported in "Targeting PIKfyve-driven lipid metabolism in pancreatic cancer" (2025).

How the data were processed

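Binding of the transcription factor c-MYC to chromatin was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in MIA PaCa-2, an established human cell line of pancreatic ductal adenocarcinoma (PDAC). In ChIP-seq, DNA fragments bound by a protein are pulled down with an antibody and sequenced, and places where the fragments pile up above the local background are called as peaks. Cells had been treated for 8 h with the solvent DMSO, with the inhibitor AMG510 at 100 nM or with the MEK inhibitor trametinib at 10 nM. The target of AMG510 is not reported here. Each treatment had 1 library made with a c-MYC antibody, and DMSO-treated cells also had 1 control library made with non-specific immunoglobulin (IgG). The groups were taken from the sample titles.

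According to their methods, the authors trimmed paired reads with Trimmomatic, aligned them to GRCh38 with bwa, kept alignments of high mapping quality, removed duplicates with Picard and called peaks with MACS2 at its default settings. They then removed peaks on the ENCODE exclusion list. Peaks were called for each library separately. The deposited lists carry gaps in the numbering of their peaks, of 199 numbers in the IgG list, 261 in DMSO c-MYC, 363 in AMG510 c-MYC and 283 in trametinib c-MYC, as a filter applied after calling would leave. The methods do not say that the IgG library served as the control in calling. The background values recovered from the lists, given below, were whole multiples of what a single tag in a 10 kb window of the same library gives in 100% of peaks whose background lay above the genome-wide value, in each list. Each peak was therefore treated as called against the local background of its own library.

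Each deposited list gives the start, end and summit of every peak with 4 values per peak, all of them the authors' own. The score is the deposited −log10 q-value times 10, cut to a whole number. The fold enrichment is a ratio of the pileup at the summit to the background, as deposited by the authors. The remaining columns are the deposited −log10 p-value and −log10 q-value of the summit. All of these were used only to describe, rank or filter peaks within their own list. The smallest −log10 q-value was between 1.30 and 1.31 in every list, at the default limit of q = 0.05. Because a q-value depends on the whole library, a given score does not mark the same enrichment in different libraries.

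MACS2 computes the fold enrichment and the p-value from a whole number of tags piled up at the summit and a background rate. Solving these relations gave back a whole-number pileup for 100% of the peaks in each list. The most frequent background rate, the genome-wide one, together with the shortest peak width as the extension length and a genome size of 2700000000 bp, gave the number of tags that entered peak calling, rounded here to 3 significant digits. The extension length was checked against the background values, which were whole multiples of a single tag in 100% of peaks at 143 bp for IgG, 177 bp for DMSO c-MYC, 157 bp for AMG510 c-MYC and 163 bp for trametinib c-MYC, the shortest widths, and in at most 49.3% at any other length tried. The number of reads sequenced or mapped was not used here and does not rank the libraries alike. The paper reports the fewest raw and uniquely mapped reads of the c-MYC libraries for trametinib. The depth in calling was 22700000 tags for IgG, 24000000 for DMSO c-MYC, 24300000 for AMG510 c-MYC and 24800000 for trametinib c-MYC. The authors converted paired alignments to single intervals before calling, so both mates of a fragment can count as tags and a pileup holds fewer independent fragments than tags. Counting intervals on pileups are therefore too narrow.

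Chromosome names were compared with the reference before coordinates were used. Every contig in the lists is in the GRCh38 sequence, and in each list 1 peak, on a short unplaced contig, runs past the end of its contig. Coordinates are given 1-based on GRCh38. Genes and transcripts were taken from GENCODE version 44. A promoter peak has its summit within 1 kb of the transcription start site (TSS) of a protein-coding transcript of a protein-coding gene. The plan, written before the data were examined, named the protein-coding TSS of any transcript, which leaves open whether retained-intron and decay transcripts count. The narrower reading was kept after it was seen that the wider one gives FASN a promoter peak in the AMG510 list. Values under both readings are given for the number of lipid synthesis genes with a promoter peak. Other promoter values are given under the narrower reading only. Positions in exons, introns and untranslated regions (UTR) refer to the canonical transcript.

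Lists were compared by overlap of at least 1 bp. A canonical E-box, the sequence CACGTG to which MYC binds, was looked for within 100 bp of each summit, as a stand-in for the motif matrix of the study, which was not used here. Each share of peaks with an E-box was set beside the mean share in windows of the same width 1 kb to either side and beside the share expected from the dinucleotides of the windows themselves. The overlap step was tested on shifted peaks of the DMSO c-MYC list and the motif step on random sequence. The pileup step was tested on pileups and backgrounds drawn at random. Their fold enrichments and p-values came from the same relations that were then solved, so this tests the solving only. Overlap was called correctly for 100% of 400 simulated peaks, the pileup was recovered for 100% of 8856, and an E-box was found in 4.56% of 12000 random windows where 4.57% was expected.

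With 1 library per group there is no replicate error, and no test between groups was made. Shares are given with Wilson 95% intervals, differences of shares with Newcombe 95% intervals and ratios of peak numbers with exact binomial 95% intervals. These cover counting error only and not the variation between cultures or immunoprecipitations. To judge how many DMSO peaks would be called again in a library that had not changed, 200 pairs of libraries were simulated by drawing each summit pileup anew with Poisson noise, and again with both mates of a pair drawn together. Gene lists were compared with 10000 random lists of as many protein-coding genes.

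The genes named were fixed by rule before the data were examined. They are 13 lipid synthesis genes that the study names from its CRISPR screens, MYC itself, and 10 genes widely used as MYC targets. In addition they comprise the 5 promoter peaks of largest fold enrichment in each c-MYC list, the 5 such DMSO peaks that overlap no peak of either drug library, and the 5 such peaks of each drug library that overlap no DMSO peak, in each case leaving out peaks that overlap an IgG peak. Alternatives fixed in advance were a fold enrichment above 5, a score above 60, the removal of peaks that overlap IgG, the chromosomes 1 to 22, X and Y only, covered bases, reciprocal overlap of 50%, the 5431 most significant peaks of each list, other windows around TSS and summits, a noncanonical E-box, and promoter peaks only for the E-box shares and the FASN rank. Alternatives added after the data were seen were, for peak numbers, promoter peaks only, peaks outside promoters only and peaks with an E-box, for overlaps, DMSO promoter peaks only and a distance of 1 kb, and for positions, other sets of TSS. Signal tracks and reads were not used here, so binding below the calling limit was not examined. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.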

Results

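To follow c-MYC on chromatin under drug treatment, MIA PaCa-2 cells were treated for 8 h with DMSO, the inhibitor AMG510 (100 nM) or the MEK inhibitor trametinib (10 nM) and profiled by c-MYC ChIP-seq. The series holds 4 libraries, 1 each for IgG in DMSO, c-MYC in DMSO, c-MYC in AMG510 and c-MYC in trametinib. No group was replicated, so each difference below is between 2 libraries and has no replicate check. The numbers of tags that entered peak calling were similar, with 22700000 tags recovered for IgG, 24000000 for DMSO c-MYC, 24300000 for AMG510 c-MYC and 24800000 for trametinib c-MYC. Most peaks rested on few tags. The median pileup at the summit was 10 tags in the IgG list, 13 in DMSO c-MYC, 11 in AMG510 c-MYC and 12 in trametinib c-MYC, where 7 tags (IgG and AMG510) or 8 tags (DMSO and trametinib c-MYC) were enough for a call at the genome-wide background. A pileup of 13 tags has a counting interval of 6.92 to 22.2.

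The first comparison asked how many c-MYC peaks were called under each treatment. The DMSO c-MYC list held 9552 peaks, the AMG510 list 10378, the trametinib list 5431 and the IgG list 2966. Against DMSO, the log2 ratio of peak numbers was 0.12 for AMG510 (95% interval 0.08 to 0.16) and −0.81 for trametinib (−0.86 to −0.77). The score filter moved both ratios most. With a score above 60, 2276 peaks were left in DMSO, 819 in AMG510 and 787 in trametinib, and the log2 ratio was −1.47 for AMG510 (−1.59 to −1.36) and −1.53 for trametinib (−1.65 to −1.41). For AMG510 the direction of the difference thus depended on the threshold. A fold enrichment above 5 left 3355 peaks in DMSO, 2279 in AMG510, 1691 in trametinib and 821 in IgG. The peaks covered 2760 kb in DMSO, 2282 kb in AMG510, 1297 kb in trametinib and 553 kb in IgG, with median widths of 241, 186, 202 and 157 bp, respectively. The extension length, which sets the shortest width and enters every pileup, was 177, 157, 163 and 143 bp in the same order. Covered bases, widths and tag numbers at summits are therefore not on the same scale in different lists.

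Position against genes separated the antibodies. A summit lay within 1 kb of a protein-coding TSS for 48.3% of DMSO c-MYC peaks (95% interval 47.3 to 49.3), 27.0% of AMG510 peaks (26.2 to 27.9), 39.1% of trametinib peaks (37.8 to 40.4) and 3.67% of IgG peaks (3.06 to 4.41). The promoter share thus differed from DMSO by −21.3 percentage points in AMG510 (interval −22.6 to −20.0) and by −9.23 points in trametinib (−10.9 to −7.58). When the same number of most significant peaks was taken from DMSO and from the drug library, the difference was −20.0 points for AMG510 (−21.4 to −18.7) and −22.1 points for trametinib (−23.9 to −20.3), whose list is the shorter one, so that only weaker DMSO peaks were left out there. In numbers, promoter peaks went from 4617 in DMSO to 2806 in AMG510 and 2124 in trametinib. Peaks elsewhere numbered 4935 in DMSO, 7572 in AMG510 and 3307 in trametinib. The log2 ratio of AMG510 to DMSO was therefore −0.72 for promoter peaks (−0.79 to −0.65) and 0.62 for the remaining peaks (0.57 to 0.67). For trametinib both were negative, at −1.12 (−1.19 to −1.05) and −0.58 (−0.64 to −0.51).

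**Figure D1:**
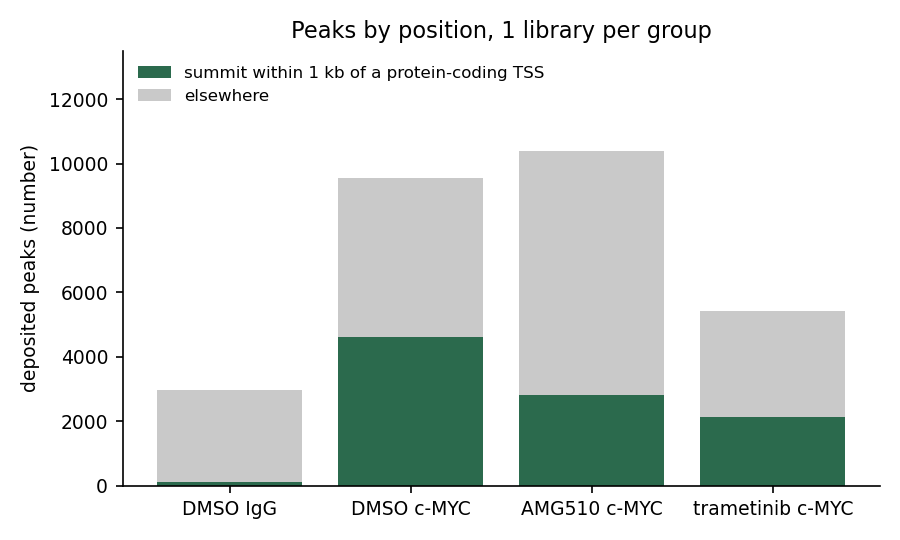
Number of deposited peaks in each of the 4 libraries (y axis), with peaks whose summit lies within 1 kb of a protein-coding TSS in green and all other peaks in grey. Promoter peaks fall from 4617 in DMSO c-MYC to 2806 in AMG510 and 2124 in trametinib, whereas peaks elsewhere are most numerous in AMG510, at 7572.

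The E-box was used to ask how far the peaks carried the sequence that MYC binds. It was found within 100 bp of the summit in 11.3% of DMSO c-MYC peaks (95% interval 10.7 to 11.9), 6.18% of AMG510 peaks (5.73 to 6.66), 9.15% of trametinib peaks (8.41 to 9.95) and 2.56% of IgG peaks (2.05 to 3.20). In windows 1 kb away the shares were 2.74, 2.30, 2.35 and 1.77%, respectively. The E-box share differed from DMSO by −5.11 points in AMG510 (−5.90 to −4.33) and by −2.13 points in trametinib (−3.12 to −1.13). Counting the noncanonical E-box CACGCG as well moved the AMG510 difference most, to −10.4 points. Among promoter peaks alone, 16.9% held an E-box in DMSO, 14.4% in AMG510 and 17.3% in trametinib. The trametinib difference among promoter peaks was 0.39 points with an interval that holds 0 (−1.52 to 2.36), so a difference was not detectable there, whereas that of AMG510 was −2.54 points (−4.21 to −0.83). Outside promoters the shares were 5.998% in DMSO, 3.13% in AMG510 and 3.90% in trametinib, against 2.49% for IgG.

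**Figure D2:**
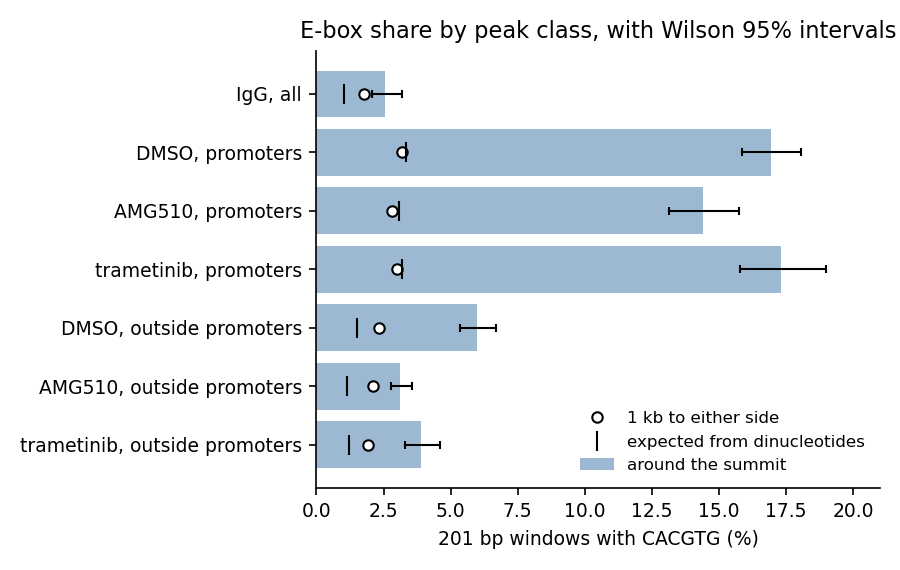
Share of peaks with the sequence CACGTG within 100 bp of the summit (bars, x axis in percent, with Wilson 95% intervals) for IgG peaks and for c-MYC peaks inside and outside promoters, beside the share in windows 1 kb away (circles) and the share expected from dinucleotides (ticks). Promoter peaks of the 3 c-MYC libraries lie between 14.4 and 17.3%, and peaks outside promoters between 3.13 and 5.998%.

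The lists were then compared peak by peak, to ask which DMSO peaks were called again under the inhibitors. An AMG510 peak overlapped 1962 of the 9552 DMSO peaks, a share of 20.5% (95% interval 19.7 to 21.4). A trametinib peak overlapped 1636 of them, or 17.1% (16.4 to 17.9), and an IgG peak 191, or 2.00% (1.74 to 2.30). The share changed most when only DMSO peaks with a fold enrichment above 5 were counted, to 39.4% for AMG510 and 34.0% for trametinib. Across deciles of the DMSO list by fold enrichment, the share called again in AMG510 was 8.26% in the weakest decile (6.68 to 10.2) and 71.1% in the strongest (68.2 to 73.9). In trametinib it was 5.96% (4.63 to 7.65) and 66.5% (63.5 to 69.4), and for IgG peaks 1.88% and 9.52%. In the opposite direction, 19.1% of AMG510 peaks (18.4 to 19.9) and 30.6% of trametinib peaks (29.4 to 31.9) overlapped a DMSO peak.

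**Figure D3:**
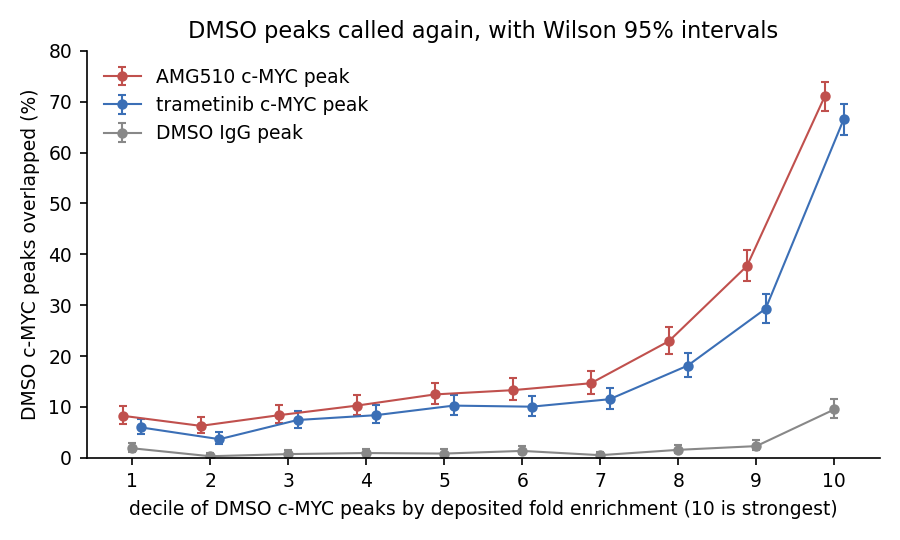
Share of DMSO c-MYC peaks overlapped by at least 1 bp by a peak of the AMG510 (red), trametinib (blue) or IgG (grey) library, for each decile of the DMSO list by deposited fold enrichment, with Wilson 95% intervals. In the strongest decile the share is 71.1% for AMG510, 66.5% for trametinib and 9.52% for IgG.

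Both comparisons share the DMSO library, so their losses overlap by chance. A peak was called in both drug libraries at 1044 DMSO peaks, where 659.8 would be expected if calls were independent within deciles of fold enrichment. At 6998 DMSO peaks, or 73.3% (72.4 to 74.1), neither drug library had a peak, where independence gives 6614. Peaks within a decile still differ in strength, with fold enrichments from 6.49 to 31.3 in the strongest decile. Such differences alone can raise both counts above independence, so the excess does not show a shared effect of the drugs. In simulated libraries that had not changed, 89.0% of DMSO peaks were called again and 2.40% were missed in both of a pair. With both mates of a pair drawn together, these values were 83.4% and 4.18%. The simulation holds counting noise only, and it takes the observed pileup of each called peak as its mean, so both shares called again are upper bounds for a repeat library under such noise. Of the 8393 AMG510 peaks that overlapped no DMSO peak, 2.23% overlapped a trametinib peak, in contrast to 51.0% of the 1985 AMG510 peaks that did overlap a DMSO peak. An E-box was present in 19.3% of the AMG510 peaks that overlapped a DMSO peak (17.6 to 21.1) and in 3.07% of those that did not (2.73 to 3.47). For trametinib these shares were 21.8% (19.9 to 23.9) and 3.56% (3.01 to 4.20).

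Counted by gene, 4761 of 19663 protein-coding genes had a promoter peak in DMSO, 3009 in AMG510, 2324 in trametinib and 110 in IgG. Of the 4761 genes, 2045 also had a promoter peak in AMG510 (43.0%, 41.6 to 44.4) and 1678 in trametinib (35.2%, 33.9 to 36.6). A promoter peak was present only under the drug at 964 genes for AMG510 and 646 for trametinib.

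FASN, which encodes fatty acid synthase, was examined because the study asked whether the inhibitors change c-MYC binding at its promoter. The gene lies on the minus strand of chromosome 17 from 82078338 to 82098294, with its canonical TSS at 82098236. In DMSO a peak ran from 82097588 to 82098820, across this TSS. Its summit at 82098592 was 356 bp upstream and held 32 tags (counting interval 21.9 to 45.2), with a fold enrichment of 6.04, above that of 86.4% of the DMSO peaks. No FASN promoter peak was present in the AMG510 or the IgG list. The trametinib list held a peak from 82099030 to 82099349, with 20 tags at its summit (12.2 to 30.9) and a fold enrichment of 4.77, above that of 59.1% of the trametinib peaks. This peak did not overlap the DMSO peak. A gap of 209 bp parted them, and their summits were 682 bp apart. The trametinib summit, at 82099274, was 1038 bp upstream of the canonical TSS and 980 bp from the nearest protein-coding start of FASN, so it counts as a promoter peak only when all protein-coding transcripts are used. The pileup at the DMSO summit position in the drug libraries is below the calling limit and is not known.

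Around these peaks the reference sequence holds 3 E-boxes. The one at 82098596 to 82098601, in the plus-strand context CCGCCGGGGCCACGTGTGCGGGATGG, lies 360 bp upstream of the TSS and 4 bp from the DMSO summit. A second, at 82097676 to 82097681 (CGGGCTGCGCCACGTGATGGGGAGGC), lies 560 bp downstream of the TSS, inside the DMSO peak. The third, at 82099166 to 82099171 (GGGGCGCGGCCACGTGGCGAGCGGAG), lies 930 bp upstream, inside the trametinib peak and 108 bp from its summit. Inside the gene, the AMG510 list held a single peak from 82085038 to 82085194, in coding exon 25, with 11 tags (5.49 to 19.7). It was chosen after its values were seen. Its summit is 13132 bp downstream of the canonical TSS and 556 bp from the start of a transcript that is not protein-coding.

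**Figure D4:**
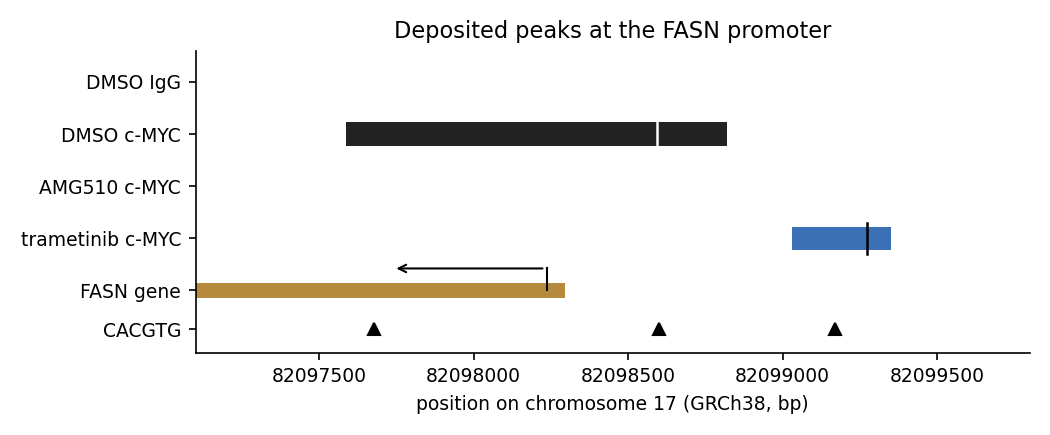
Map of the FASN promoter on chromosome 17 (x axis, GRCh38 position in bp), with the deposited peaks of each library as boxes, their summits as lines, the gene with its canonical TSS and direction, and each CACGTG as a triangle. The DMSO peak and the trametinib peak are 209 bp apart, and the rows of IgG and AMG510 are empty in this window.

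Among the 13 lipid synthesis genes, 6 had a promoter peak in DMSO, 4 in AMG510, 6 in trametinib and 0 in IgG. Among random lists of 13 protein-coding genes, 93.1% had fewer than the 6 of DMSO, 87.6% fewer than the 4 of AMG510 and 99.7% fewer than the 6 of trametinib. The random lists were drawn from all protein-coding genes without regard to expression in these cells. The shares therefore do not show an enrichment particular to lipid synthesis genes. The lipid synthesis genes with a promoter peak were not the same throughout. ACACA, LSS and KDSR had a promoter peak in each of the 3 c-MYC libraries. FASN had one in DMSO and trametinib, ELOVL1 in DMSO and AMG510, and SLC25A1 in DMSO. SQLE and TECR had one in trametinib alone. FDFT1, FDPS, HSD17B12, SPTLC1 and SPTLC2 had none in any library. A fold enrichment above 5 left 3 genes in DMSO, 3 in AMG510 and 1 in trametinib. At ACACA, which encodes acetyl-CoA carboxylase, the trametinib peak from 37406896 to 37407083 on chromosome 17 and the AMG510 peak from 37406937 to 37407097 overlapped 1 of the 3 DMSO promoter peaks, from 37406618 to 37407080. The other DMSO peaks, from 37358687 to 37359064 in intron 1 and from 37407240 to 37407416 upstream of the TSS, with 17 and 16 tags, were overlapped in neither drug library. The summits of the overlapping peaks in trametinib, AMG510 and DMSO lay 173 bp upstream, 180 bp upstream and 73 bp downstream of the TSS, the last in the 5′ UTR. They held 18, 19 and 16 tags, respectively, and ranked above 85.6, 90.2 and 25.4% of the peaks in their own lists by fold enrichment. At LSS the rank rose from 93.3% in DMSO to 98.9% in AMG510 but was 55.0% in trametinib.

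Of the 10 genes used as MYC targets, 8 had a promoter peak in DMSO, 7 in AMG510, 8 in trametinib and 0 in IgG, against a median of 2, 1, 1 and 0 in random lists, again drawn without regard to expression. NCL, NPM1, LDHA, ODC1, NME1, EIF4A1 and PTMA had one in each c-MYC library (at PTMA the AMG510 peak overlapped no DMSO peak), CAD in DMSO and trametinib, and CDK4 and TERT in none. No library had a peak at the MYC promoter. At NPM1 the summit lay in intron 1 in each library. The DMSO peak, from 171388030 to 171388779 on chromosome 5, held 86 tags, the AMG510 peak, from 171388429 to 171388694, 42 tags, and the trametinib peak, from 171388384 to 171388699, 53 tags. Each ranked above at least 98.7% of the peaks in its own list. At ODC1, also in intron 1, the DMSO peak from 10447744 to 10448438 on chromosome 2 ranked above 99.5% of its list. The overlapping AMG510 peak, from 10447812 to 10448190, ranked above 77.5%, and the overlapping trametinib peak at the same summit region, from 10447715 to 10448200, above 86.5%.

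The promoter peaks of largest fold enrichment were mostly shared. In DMSO these were at RPL5, COLEC11, NME1-NME2 (a read-through gene whose canonical TSS at 51153636 is near that of NME1 at 51153559), CITED2 and PRDM15. In AMG510 they were at RPL5, MRPL3, RPS3, COLEC11 and BRWD1, and in trametinib at RPSA, RPL5, PRRC2B, GDI2 and RPS3A. Each of the AMG510 and trametinib peaks named here overlapped a DMSO peak. The RPL5 peak in DMSO, from 92832044 to 92832545 on chromosome 1 in intron 1, had a fold enrichment of 16.7 and 86 tags at its summit. At COLEC11 the peak lay in intron 2, 10375 bp from the canonical TSS, and counts as a promoter peak through a shorter transcript.

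The largest DMSO promoter peaks without a peak in either drug library were at MSN, RPIA, CLUAP1, TMEM131L and RASL10B. The MSN peak, from 65667309 to 65667625 on chromosome X with its summit 171 bp upstream of the TSS, had a fold enrichment of 11.7 and ranked 55th of 9552, with 29 tags at its summit. The largest AMG510 promoter peaks that overlapped no DMSO peak were at CHSY1, WDFY1, RPL3, CCDC40 and HAUS7. The CHSY1 peak, from 101252064 to 101252275 on chromosome 15 with its summit 107 bp upstream of the TSS, had a fold enrichment of 8.28 and 19 tags. Those of trametinib were at COX10, RPL3, ICE2, RTTN and ZKSCAN2. The COX10 peak, from 14069531 to 14069811 on chromosome 17 in intron 1, had a fold enrichment of 8.12 and 23 tags. RPL3 was in both groups, and its AMG510 and trametinib peaks overlapped each other in intron 1.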

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

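The comparisons of tag numbers and of promoter peaks were chosen as tests only after the peak numbers had been seen; the score threshold was fixed in advance, but its use as a test of depth and of weak peaks was decided afterwards.

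The peak number moved in opposite directions under the inhibitors. The log2 ratio to DMSO was 0.12 for AMG510 and −0.81 for trametinib. Each value rests on 1 library, and the difference between them was not tested.

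The tables argue against a difference in the depth that entered peak calling. The trametinib library had the fewest peaks of the c-MYC libraries and not fewer tags in calling, with 24800000 against 24000000 in DMSO. The paper reports fewer raw and uniquely mapped reads for trametinib than for DMSO, so this holds for tags in calling only. More tags would raise the score of every site, yet the log2 ratio of AMG510 to DMSO at a score above 60 was −1.47, close to the −1.53 of trametinib. A given score does not mark the same enrichment in different libraries, however. At a fold enrichment above 5 the ratios were −0.56 for AMG510 and −0.99 for trametinib, with the same sign but further apart. The value of −1.47 goes with a surplus of weak peaks near the calling threshold in AMG510. The surplus also lay outside promoters, since the ratio for promoter peaks alone was −0.72. Among strong peaks and among promoter peaks the inhibitors therefore changed the lists in the same direction, and the opposite signs may come from weak AMG510 peaks away from promoters. Whether those peaks arose from the drug, from the immunoprecipitation or from the preparation or calling of that library stays open. The drug and the library cannot be separated with 1 library per group. Calling itself differed too, with an extension length of 157 bp in AMG510 and 177 bp in DMSO. At the genome-wide background 7 tags were enough for a call in AMG510 and 8 in DMSO. The part this played was not tested. A biological difference between the drugs was not tested.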

How the results depend on the processing

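For peak numbers and for overlaps with DMSO, the alternatives that use promoter peaks, peaks outside promoters, peaks with an E-box or a distance of 1 kb were chosen only after the data were seen, as were the other sets of TSS. The restriction to promoter peaks for E-box shares and for the FASN rank was fixed in advance. No paired analysis was possible because each group has 1 library, and for the same reason there was no replicate to leave out. Of 106 values under alternatives, for 23 results, 35 stayed within the counting interval of the reported value (or, for counts of genes, within 1.5 times of it), 65 moved beyond it with the same sign, and 6 changed sign. Intervals from counts this large are narrow, and they cover counting error only. Where no cause is given, the cause was not tested.

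The AMG510 to DMSO log2 ratio of peak numbers changed sign most often. It was −0.56 at a fold enrichment above 5, −1.47 at a score above 60, −0.27 for covered bases, −0.72 for promoter peaks and −0.75 for peaks with an E-box, and moved to 0.62 for peaks outside promoters. The trametinib ratio stayed negative throughout, at −0.99, −1.53, −1.09, −1.12, −1.12 and −0.58 in the same order. Neither left its interval when peaks overlapping IgG or contigs other than chromosomes 1 to 22, X and Y were removed. The ratios of covered bases also depend on the extension length, which was shorter in both drug libraries than in DMSO.

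The share of DMSO peaks overlapped by an AMG510 peak was 13.2% at reciprocal overlap of 50%, 26.3% with the top 5431 peaks of each list, 39.4% for fold enrichment above 5, 19.3% without IgG-overlapping peaks, 25.9% within 1 kb and 33.1% for promoter peaks. For trametinib these were 11.1, 27.2, 34.0, 15.9, 21.5 and 27.7%, and for DMSO peaks overlapped in neither library 81.7, 62.9, 51.7, 74.5, 66.7 and 56.3%. The excess of AMG510 over trametinib in DMSO peaks called again was lost at equal list length (26.3 against 27.2%) and stayed in the other settings listed. Equal length also cuts the DMSO list to its most significant peaks, so the length of the AMG510 list was not isolated as the cause. For AMG510 peaks overlapping a DMSO peak the first 4 settings gave 12.2, 26.6, 41.2 and 17.9%, and for trametinib peaks 19.6, 27.7, 50.4 and 28.8%. Overlap with IgG at reciprocal overlap of 50% was 1.63% of DMSO, 1.65% of AMG510 and 2.78% of trametinib peaks, and 5.26% of IgG peaks overlapped DMSO. At fold enrichment above 5 these were 3.90, 6.41, 7.75 and 17.1%.

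The promoter share difference to DMSO kept its sign in each setting run. With a window of 500 bp it was −18.7 points for AMG510 and −40.5 for IgG. At the same number of top peaks it was −22.1 for trametinib and −69.0 for IgG, and at fold enrichment above 5 −14.2 and −60.8. With canonical TSS it was −42.4 for IgG.

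The E-box share difference changed sign once, to 0.39 points for trametinib among promoter peaks, with an interval that holds 0. Among promoter peaks it was −2.54 for AMG510 and −12.4 for IgG. Within 50 bp it was −3.68 for AMG510 and −5.75 for IgG, and within 250 bp −6.54 and −12.3. With CACGCG counted too it was −10.4 for AMG510, −5.12 for trametinib and −19.7 for IgG. At the same number of top peaks it was −6.98 for trametinib and −20.0 for IgG.

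The FASN peak ranked above 93.6% of DMSO peaks by p-value and 78.3% of DMSO promoter peaks by fold enrichment, and in trametinib above 82.1% and 51.7%. At fold enrichment above 5 the number of lipid synthesis genes with a promoter peak was 3 in DMSO and 1 in trametinib, as fewer peaks are left. With TSS of every transcript it was 7 in DMSO, 6 in AMG510 and 6 in trametinib, the AMG510 count then including FASN through its peak in exon 25. With canonical TSS trametinib had 5, without FASN. The low pileups, with a median of 13 tags or fewer in each list, limit every statement on a single weak peak.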

Other observations

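The simulation of unchanged libraries was set down before its result was seen. Its version with mates drawn together, and the tests on E-boxes, gene density, promoter peaks per gene, the strongest decile and the length of the trametinib list, were chosen only after the values they explain had been seen, and equal list length, fixed in advance as an alternative, was made a test afterwards.

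Most DMSO peaks, 73.3%, had no peak in either drug library, while 71.1% of the strongest decile had one in AMG510. Counting noise at weak peaks is one candidate cause. In simulated unchanged libraries 89.0% of DMSO peaks were called again, or 83.4% with both mates of a pair drawn together, against 20.5% in AMG510 and 17.1% in trametinib. In the strongest decile the simulated shares were 99.9% and 99.2%, against 71.1% in AMG510 and 66.5% in trametinib, which goes against counting noise at weak peaks as the whole cause. The simulation omits the variation between immunoprecipitations, however, so noise between libraries and a loss of binding cannot be told apart without a repeated DMSO library.

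The promoter share and the E-box share were lower in both drug lists than in DMSO. The length of the lists does not account for this. The AMG510 list is the longer one, and at the same number of top peaks its promoter share still differed from DMSO by −20.0 points. The trametinib list, with 5431 peaks, is shorter than that of DMSO. That a list of any length holds weaker sites under a drug is not excluded by these values. A lower yield of the immunoprecipitation in the drug libraries stays open. It would weaken all sites alike, as would a fall in c-MYC protein, and the 66.5% of the strongest DMSO decile called again in trametinib cannot be told apart from either, because each treatment has 1 library. The paper reports less MYC protein and transcript in PDAC cells treated with these inhibitors. How far such a fall shaped these lists was not examined.

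Of the AMG510 peaks, 7136 lay outside promoters and overlapped no DMSO peak. An E-box was present in 2.52% of them (2.18 to 2.91), which is 2.33 times the share expected from their dinucleotides. For IgG peaks the same measure was 2.49 (1.99 to 3.10), and for DMSO peaks outside promoters that neither drug library overlapped 3.65 (3.21 to 4.16). The matching trametinib peaks had 2.502 (2.01 to 3.11), and AMG510 promoter peaks that overlapped no DMSO peak had 2.16 (1.74 to 2.67), so a low value was not particular to AMG510. The expectation from dinucleotides is too low, since IgG peaks also exceed it, so only the comparison between classes is informative. Against windows 1 kb away, these AMG510 peaks outside promoters had 2.52% beside 2.01% and IgG peaks 2.56% beside 1.77%, whereas promoter peaks that overlapped no DMSO peak had 6.21% beside 3.06% in AMG510 and 6.76% beside 2.60% in trametinib. The promoter peaks thus stood further above their surroundings. For AMG510 and trametinib peaks that lay outside promoters and overlapped no DMSO peak, the values of 2.33 and 2.502 lie within the IgG interval, which is consistent with background calls among these peaks. c-MYC bound without an E-box would look the same and was not examined.

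The density of c-MYC peaks outside promoters followed that of IgG peaks across 23 chromosomes. Spearman's rho with IgG peaks per Mb was 0.93 for DMSO, 0.92 for AMG510 and 0.93 for trametinib (Pearson's r 0.90, 0.96 and 0.92). Without the 2 chromosomes farthest from the median, rho was 0.92, 0.89 and 0.91. Chromosomes are not independent replicates, and no p-value is given. Chromosome 5 had 1.42 IgG peaks and 3.23 DMSO peaks outside promoters per Mb, whereas chromosome 11 had 0.24 and 0.43. Gene density followed IgG peaks far less closely, with a rho of 0.072 (Pearson's r 0.25, and rho 0.23 without the 2 farthest chromosomes), and so does not account for this. Regional copy number or coverage in this cell line may be the source, because promoter peaks per gene in DMSO rose with IgG peaks as well (rho 0.69, and 0.61 without the 2 farthest chromosomes). The copy number of MIA PaCa-2 was not analysed here, and no biological explanation was tested.

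At FASN the trametinib promoter peak did not overlap that of DMSO, so the overlap rule counts this site as lost although the gene count keeps it. The DMSO summit lay 4 bp from an E-box and the trametinib summit had none within 100 bp. The trametinib peak did hold an E-box, 108 bp from its summit and so just outside that window. Among the genes fixed in advance, ELOVL1 and PTMA likewise had an AMG510 promoter peak that overlapped no DMSO peak, and at KDSR 1 of the 2 AMG510 promoter peaks did not overlap one. No explanation was tested for any of these.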
